# The RNA‐helicase DDX21 upregulates CEP55 expression and promotes neuroblastoma

**DOI:** 10.1002/1878-0261.12906

**Published:** 2021-02-26

**Authors:** Vina Putra, Amy J. Hulme, Andrew E. Tee, Jane Q.J. Sun, Bernard Atmadibrata, Nicholas Ho, Jingwei Chen, Jixuan Gao, Murray D. Norris, Michelle Haber, Maria Kavallaris, Michelle J. Henderson, Joshua McCarroll, Toby Trahair, Tao Liu, Pei Y. Liu

**Keywords:** amplification, CEP55, DDX21, *MYCN*, neuroblastoma, N‐Myc

## Abstract

Approximately 25% of human neuroblastoma is caused by amplification of the *MYCN* oncogene, which leads to overexpression of N‐Myc oncoprotein. The survival rate for this patient subtype is <50%. Here, we show that N‐Myc protein bound to the DEAD‐box RNA helicase *DDX21* gene promoter and upregulated DDX21 mRNA and protein expression. Genome‐wide differential gene expression studies identified centrosomal protein CEP55 as one of the genes most dramatically downregulated after DDX21 knockdown in *MYCN*‐amplified neuroblastoma cells. Knocking down DDX21 or CEP55 reduced neuroblastoma cell cytoskeleton stability and cell proliferation and all but abolished clonogenic capacity. Importantly, DDX21 knockdown initially induced tumor regression in neuroblastoma‐bearing mice and suppressed tumor progression. In human neuroblastoma tissues, a high level of DDX21 expression correlated with a high level of N‐Myc expression and with CEP55 expression, and independently predicted poor patient prognosis. Taken together, our data show that DDX21 induces CEP55 expression, *MYCN*‐amplified neuroblastoma cell proliferation, and tumorigenesis, and that DDX21 and CEP55 are valid therapeutic targets for the treatment of *MYCN*‐amplified neuroblastoma.

**Abbreviations**
CEP55: centrosomal protein 55
DDX21: DEAD‐box RNA helicase 21
DDX3: DEAD‐box RNA helicase 3
DDX41: DEAD‐box RNA helicase 41
DOX: doxycycline
E‐box: enhancer box
shRNA: short hairpin RNA
siRNA: small interfering RNA

## 1 Introduction

Neuroblastoma is the most common solid extracranial tumor in children and responsible for 15% of all childhood cancer deaths. Amplification of the *MYCN* oncogene occurs in ~ 25% of neuroblastoma patients. Despite multimodal therapy including chemotherapy, surgery, radiotherapy, myeloablative therapy with autologous transplant, and immunotherapy, survival rates for *MYCN*‐amplified neuroblastoma patients remain poor [1, 2].

*MYCN* gene amplification leads to overexpression of N‐Myc oncoprotein and neuroblastoma tumorigenesis [2, 3]. Through its basic helix–loop–helix zipper domain, N‐Myc heterodimerizes with another basic helix–loop–helix zipper protein Max, forming a transcription factor complex that binds to specific Myc‐responsive enhancer box (E‐box) DNA motifs. This binding activates the transcription of target genes involved in various cellular processes, including cell growth, proliferation, metabolism, apoptosis, and differentiation [4, 5]. The N‐Myc oncoprotein is considered ‘undruggable’ because it has no active sites for ligand binding by conventional small molecule drug‐like compounds and has not been crystalized [6, 7]. Thus, rather than targeting N‐Myc directly, targeting downstream factors vital for N‐Myc's oncogenic effects is an attractive approach for the therapy of *MYCN*‐amplified neuroblastoma.

RNA helicases are categorized into six superfamilies, of which DEAD‐box helicases are the largest group and are characterized by nine conserved motifs for ATP binding, hydrolysis, intramolecular rearrangements, and RNA interactions [8, 9]. DEAD‐box helicases are multifunctional, being involved in gene transcription, pre‐mRNA splicing, microRNA processing, and RNA metabolism, while aberrant expression of these critical regulators is linked to neurodegenerative diseases, dysregulation of innate immune responses, and cancers [8, 9, 10]. Small molecule inhibitors have been successfully developed to target the DEAD‐box RNA helicases eukaryotic initiation factor‐4A, DEAD‐box RNA helicase 3 (DDX3), and DDX41 [11, 12, 13, 14], with the DDX3 inhibitor RK‐33 now in clinical trials for lung cancer patients. DEAD‐box RNA helicases therefore represent promising therapeutic targets.

DEAD‐box RNA helicase DDX21 binds to target gene promoters and facilitates the release of the positive transcription elongation factor b (P‐TEFb) to induce target gene transcription [15]. DDX21 is overexpressed in human breast and colon cancer tissues [16, 17] and contributes to leukemogenesis and breast cancer tumorigenesis [16, 18]. In this study, bioinformatics analysis identified Myc‐responsive E‐boxes at the *DDX21* gene promoter. N‐Myc upregulated *DDX21* gene transcription, which subsequently upregulated *CEP55* transcriptional elongation and resulted in increased neuroblastoma cell proliferation *in vitro* and tumor progression in mice. In addition, high DDX21 expression correlated with high N‐Myc and centrosomal protein 55 (CEP55) expression and predicted poor patient prognosis in human neuroblastoma.

## 2 Materials and methods

### 2.1 Cell culture

Cell lines were validated and maintained as previously described [19]. Briefly, BE(2)‐C and SHEP‐21N neuroblastoma cells were maintained in Dulbecco's Modified Eagle's medium (DMEM) containing 10% FBS. Kelly neuroblastoma cells were grown in Roswell Park Memorial Institute Medium (RPMI) 1640 containing 10% FBS. BE(2)‐C cells were provided by Barbara Spengler (Fordham University, NY, USA). Kelly cells were purchased from the European Collection of Cell Cultures (Sigma, St. Louise, MO, USA), and SHEP‐21N cells were provided by S. Cohn (The University of Chicago, USA). All cell lines were authenticated by small tandem repeat profiling (CellBank Australia or Garvan Institute of Medical Research, Sydney, Australia).

### 2.2 Establishment of neuroblastoma cell lines stably expressing DOX‐inducible shRNA

The lentiviral construct, DOX‐inducible GFP‐shRNA FH1tUTG, was provided by M. Herold [20] and used to produce control or DDX21 short hairpin RNA (shRNA) expression constructs as described previously [21]. The control shRNA and DDX21 shRNA‐1 and DDX21 shRNA‐2 target sequences were 5′‐GCACTACCAGAGCTAACTCAGATAGTACT‐3′, 5′‐CGCTCCTTGATCAACTCAAAT‐3′, and 5′‐GGAGACACTGCGAAAGCAAAC‐3′, respectively. Forward and reverse control shRNA, DDX21 shRNA‐1, and DDX21 shRNA‐2 oligonucleotides were inserted into the DOX‐inducible GFP‐shRNA FH1tUTG vector. HEK293T cells were then transfected with these constructs, viral medium was harvested and used to transduce BE(2)‐C and Kelly neuroblastoma cells in the presence of polybrene (8 µg·mL^−1^) (Santa Cruz Biotechnology, Santa Cruz, CA, USA) for 72 h. Cells expressing high GFP were sorted with BD FACS Jazz™ II Cell Sorter (BD Biosciences, Franklin Lakes, NJ, USA). BE(2)‐C and Kelly cells containing the shRNAs were treated with 2 µg·mL^−1^ of DOX (Sigma) daily to activate shRNA expression *in vitro*.

### 2.3 Luciferase assay

Luciferase assays were used to examine the activity of *DDX21* gene promoter modulated by N‐Myc and *CEP55* gene promoter modulated by DDX21. *DDX21* gene promoter region from −870 bp upstream to +111 bp downstream and *CEP55* gene promoter region from −884 bp upstream to +165 bp downstream of the *CEP55* transcription start site were custom‐cloned into pLightSwitch_Prom by Switchgear (Active Motif, Carlsbad, CA, USA). BE(2)‐C cells were transfected with control siRNA, N‐Myc siRNA‐1, or N‐Myc siRNA‐2 using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) for 14 h; subsequently, the cells were transfected with the empty vector control or *DDX21* gene promoter construct using Lipofectamine LTX with PLUS Reagent (Invitrogen) for 30 h, followed by luciferase assays. The empty vector control or *CEP55* gene promoter construct together with the Cypridina TK control construct was transfected into the BE(2)‐C cells containing DOX‐inducible control or DDX21 shRNA using Lipofectamine LTX with PLUS Reagent, for 24 h, then treated with vehicle control or DOX for 30 h followed by luciferase assays. Luciferase activity was quantified using the LightSwitch Dual‐Luciferase Assay System (Active Motif), and RenSP reporter signal was normalized by the Cypridina reporter signal. Normalized RenSP reporter signal was then calculated as fold change relative to the empty vector construct and vehicle control treatment condition as previously described [21].

### 2.4 Animal studies

Animal studies were performed with approval from the Animal Care and Ethics Committee of UNSW Sydney (Approval #: 17/35B), Australia, and in agreement with institutional guidelines. Four‐ to five‐week‐old female BALB/c nude mice were anesthetized and subcutaneously injected with 2 × 10^6^ DOX‐inducible control shRNA or DDX21 shRNA‐1 BE(2)‐C cells (in serum‐free DMEM cell culture medium), or 6 × 10^6^ DDX21 shRNA‐2 Kelly cells (in serum‐free RPMI cell culture medium) into the right flank. When the tumors reached 0.05 cm^3^, the mice were randomized into two groups and fed with food containing vehicle control or 600 mg·kg^−1^ of DOX (Meat Free Rat and Mouse Finished Diet, Specialty Feeds Pty. Ltd., Glen Forrest, WA, Australia). Tumors were measured every second day, and their volumes were calculated using the formula (length × width × height)/2. Once the tumors reached 1.0 cm^3^, the mice were sacrificed and tumors were harvested as previously reported [21].

### 2.5 siRNA transfection

Neuroblastoma cells were transfected with a validated negative control (All Star; Qiagen, Hilden, Germany), and N‐Myc or CEP55 siRNAs (Qiagen) using Lipofectamine 2000 (Invitrogen) as previously described [21], followed by RNA or protein extraction 48 h after transfection. The target siRNA sequences were as follows: 5′‐CGTGCCGGAGTTGGTAAAGAA‐3′ (siRNA‐1) and 5′‐TCCAGCGAGCTGATCCTCAAA‐3′ (siRNA‐2) for N‐Myc; and 5′‐CTCCAGCATGCTAGTGAATCA‐3′ (siRNA‐1) and 5′‐ATCAGCTGTTGTATTCACAAA‐3′ (siRNA‐2) for CEP55.

### 2.6 Real‐time reverse transcription PCR (RT‐PCR)

RT‐PCR was performed using Power SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) and gene‐specific oligonucleotides on Applied Biosystems 7900 or QuantStudio™ (Applied Biosystems, Grand Island, NY, USA), and quantified using the comparative threshold cycle (△△Ct) method [22], relative to the housekeeping gene actin or B2M as previously reported [21]. The RT‐PCR oligonucleotides were manufactured by Sigma, and their sequences were as follows: 5′‐CGACCACAAGGCCCTCAGTA‐3′ (forward) and 5′‐CAGCCTTGGTGTTGGAGGAG‐3′ (reverse) for N‐Myc; 5′‐GCTCTTATCTCAGGTCCAGTTTCTTT‐3′ (forward) and 5′‐GAGCTACCCTTGTTTGTTCTTCTTG‐3′ (reverse) for CEP55; 5′‐GGCGAGGAGATTGATTCCAA −3′ (forward) and 5′‐CAAACACCCAGCTTTCCTTTG‐3′ (reverse) for DDX21; 5′‐GCTGTGCTCGCGCTACTCT‐3′ (forward) and 5′‐TGAATCTTTGGAGTACGCTGGAT‐3′ (reverse) for B2M; and 5′‐AGGCCAACCGCGAGAAG‐3′ (forward) and 5′‐ACAGCCTGGATAGCAACGTACA‐3′ (reverse) for actin.

### 2.7 Western blotting

Western blotting was performed as previously described [21]. The primary antibodies used were as follows: rabbit anti‐DDX21 (1 : 500; Catalogue number A300‐629A; Bethyl Laboratories, Montgomery, TX, USA), rabbit anti‐CEP55 (1 : 500; Catalogue number 81693S; Cell Signaling Technology, Danvers, MA, USA) or mouse anti‐N‐Myc (1 : 1000; Catalogue number sc‐53993; Santa Cruz Biotechnology). The secondary antibodies used were as follows: goat anti‐rabbit (Catalogue number 12‐348) or goat anti‐mouse (Catalogue number 12‐349) (1 : 10 000; both from MERCK, Burlington, MA, USA). The anti‐actin antibody (1 : 15 000; Catalogue number A3853; Sigma) was used as loading control.

### 2.8 Differential gene expression analysis by Affymetrix microarray

BE(2)‐C cells stably expressing the DOX‐inducible control or DDX21 shRNAs were treated with vehicle control or DOX for 32 h followed by RNA extraction with RNeasy Mini Kit (Qiagen). Affymetrix microarrays (Affymetrix, Santa Clara, CA, USA) were performed to examine genome‐wide differential gene expression after DDX21 knockdown. The microarray data were analyzed in R (http://www.r‐project.org/) with bioconductor package (http://www.bioconductor.org/) and normalized with RMA normalization method (https://www.ncbi.nlm.nih.gov/pubmed/12925520) as previously described [21].

### 2.9 ChIP assays

ChIP assays were performed to assess N‐Myc protein enrichment at the *DDX21* gene promoter as previously described [23] with slight modification. Briefly, histone proteins and DNA in BE(2)‐C cells were cross‐linked by incubation with 1% formaldehyde in culture medium for 15 min. ChIP assays were performed with a mouse anti‐N‐Myc (Catalogue number sc‐53993; Santa Cruz Biotechnology) or a control mouse IgG (Catalogue number 31903; Invitrogen), followed by PCR analysis with primers targeting the negative control region or the core promoter region of the *DDX21* gene. The primer sequences used were as follows: 5′‐CTGCATTCATGCTTGCTCTC‐3′ (sense) and 5′‐GAGCCAGGAGCCTTGATTTA‐3′ (antisense) for the remote negative control region of the *DDX21* gene; 5′‐GCAATTCCTTGCGGTTCTAC‐3′ (sense) and 5′‐AAGCAGGAAGCACAGGAAAA‐3′ (antisense) for the *DDX21* gene promoter containing the noncanonical E‐box at −93 to −98 bp upstream of the *DDX21* transcriptional start site; and 5′‐CTACGGGAAGTGACGAGAGC‐3′ (sense) and 5′‐GCGTCACTACGGAGTTTTCC‐3′ (antisense) for the *DDX21* gene promoter containing the noncanonical E‐box at +12 to +17 bp downstream of the *DDX21* gene transcriptional start site.

To analyze DDX21 protein binding to the *CEP55* gene promoter, histone proteins and DNA in BE(2)‐C cells were cross‐linked with Diagenode ChIP cross‐link Gold, followed by incubation with 1% formaldehyde. ChIP assays were performed with a rabbit anti‐DDX21 (Catalogue number NBP1‐83310; Novus Biologicals, Littleton, CO, USA) or a control rabbit IgG (Catalogue number 31235; Invitrogen), followed by PCR analysis with primers targeting the negative control region or the *CEP55* gene core promoter region. The PCR primer sequences used were as follows: 5′‐ATTCGCTCAATCACTGTGGTTCT‐3′ (sense) and 5′‐TGAGAGTGATTCTTTGGTTGGTATCT‐3′ (antisense) for the remote negative control region of the *CEP55* gene; and 5′‐AGGTTTACTCTCCGCCCTTC‐3′ (sense) and 5′‐GCTTCCGGGAGTTTGAATC‐3′ (antisense) for the *CEP55* gene core promoter.

To analyze phosphorylated S2 Pol II binding to the *CEP55*, *RPLP2,* and *β‐actin* gene promoters and transcriptional termination sites, DOX‐inducible DDX21 shRNA‐1 BE(2)‐C cells were treated with vehicle control or DOX for 48 h, followed by ChIP assays as described above with a rabbit anti‐phosphorylated S2 Pol II (Catalogue number ab5095; Abcam, Cambridge, UK) or a control rabbit IgG (Invitrogen) antibody. The PCR primer sequences used were as follows: 5′‐TGGCCACACACAATGTTTTC‐3′ (sense) and 5′‐TGAGAGGGCTACATGGGTTT‐3′ (antisense) for *CEP55* 3′‐UTR; 5′‐CACCAAGGAGTCAAGGCGAG‐3′ (sense) and 5′‐CTCAACCTTTGCCAGCGAAC‐3′ (antisense) for the *RPLP2* gene core promoter; 5′‐ATGGATGCAGGAAGTGAGCC‐3′ (sense) and 5′‐AAGCCTGAGGAGTGATTGCC‐3′ (antisense) for the *RPLP2* 3′‐UTR; 5′‐CTCAATCTCGCTCTCGCTCT‐3′ (sense) and 5′‐TCGAGCCATAAAAGGCAACT‐3′ (antisense) for the *β‐actin* gene core promoter; and 5′‐CACAGGGGAGGTGATAGCAT‐3′ (sense) and 5′‐CTCAAGTTGGGGGACAAAAA‐3′ (antisense) for the *β‐actin* 3′‐UTR.

Fold enrichment of N‐Myc protein at the *DDX21* gene core promoter or DDX21 protein at the *CEP55* gene core promoter was calculated as previously described [23] by dividing the Ct threshold obtained from PCR products of samples pulled down by N‐Myc or DDX21 antibody by the Ct threshold obtained from PCR products of samples pulled down by the control antibody.

### 2.10 Immunocytochemistry

BE(2)‐C and Kelly cells were transfected with control siRNA, CEP55 siRNA‐1, or CEP55 siRNA‐2 for 72 h in Lab‐Tek™ Chamber slides (Thermo Fisher Scientific). In separate experiments, BE(2)‐C or Kelly cells containing DOX‐inducible control shRNA, DDX21 shRNA‐1, or DDX21 shRNA‐2 were plated in Lab‐Tek™ Chamber slides for 24 h, then treated with vehicle control or DOX every 24 h for a total of 72 h. Cells were then fixed in 4% paraformaldehyde for 15 min, permeabilized with 0.2% Triton X‐100, blocked with 10% FBS, and probed with Alexa Fluor 647 phalloidin (Thermo Fisher Scientific), or rabbit anti‐α‐tubulin antibody (Abcam) and Alexa Fluor 594‐conjugated goat anti‐rabbit antibody (Thermo Fisher Scientific) and DAPI (Vector Laboratories, Burlingame, CA, USA).

Images were taken under a confocal fluorescence microscope (Leica TCS SP8, Wetzlar, Germany), and α‐tubulin filaments were quantified by dividing the area of α‐tubulin filaments by the area of the nucleus for each cell. These analyses were done using a custom‐built MATLAB code, which first converted the images into binary images. The binary mask was cleaned by morphological operations using the MATLAB built‐in operation of structuring element, dilation, and erosion [24].

### 2.11 Alamar blue and BrdU assays

BE(2)‐C or Kelly cells were transfected with siRNAs in 96‐well plates. In separate experiments, BE(2)‐C or Kelly cells containing DOX‐inducible control shRNA, DDX21 shRNA‐1, or DDX21 shRNA‐2 were plated in 96‐well plates the day before and treated with vehicle control or DOX every 24 h. Alamar blue (Invitrogen) or BrdU was added to the cells 90 h after transfection or 72 h after DOX treatment and read on a microplate reader (Victor3; PerkinElmer, Waltham, MA) at 570/595 nm or 492/690 nm, respectively. Results were calculated as described previously [21].

### 2.12 CEP55 overexpression

CEP55 open reading frame was custom‐cloned into a lentiviral construct by VectorBuilder. Empty vector control or CEP55 overexpression construct was cotransfected with three helper plasmids into HEK293T cells using Lipofectamine 3000 (Invitrogen). Viral medium was harvested and used to transduce BE(2)‐C cells containing DOX‐inducible control shRNA, DDX21 shRNA‐1, or DDX21 shRNA‐2 in the presence of polybrene (8 µg·mL^−1^).

### 2.13 Cell cycle analysis

BE(2)‐C and Kelly cells were transfected with control siRNA, CEP55 siRNA‐1, or CEP55 siRNA‐2 for 72 h, followed by propidium iodide staining and flow cytometry analysis. In separate experiments, BE(2)‐C and Kelly cells containing DOX‐inducible control shRNA, DDX21 shRNA‐1, or DDX21 shRNA‐2 were treated with vehicle control or DOX every 24 h for a total of 72 h, followed by propidium iodide staining and flow cytometry analysis.

### 2.14 Statistical analysis

Every experiment was performed at least three times. Statistical significance was analyzed using two‐sided unpaired *t*‐test for two groups or ANOVA for multiple groups in graphpad prism 8 (GraphPad, San Diego, CA, USA) as previously described [21].

The Pearson correlation and Kaplan–Meier analyses in the graphpad prism program were used to examine the association between DDX21 and N‐Myc or DDX21 and CEP55 expression, and overall survival in human neuroblastoma patients, respectively, as previously described [21]. Multivariable Cox regression analysis in the IBM SPSS program was used to investigate the clinical significance of DDX21 and CEP55 in human neuroblastoma. The prognostic factors included in the analysis were as follows: age at diagnosis, INSS stage, and *MYCN* amplification status. Survival probabilities and hazard ratios (HRs) were calculated with 95% CIs as previously described [21].

## 3 Results

### 3.1 N‐Myc increases DDX21 expression by binding to the *DDX21* gene promoter

It is well established that N‐Myc binds to Myc‐responsive E‐box motifs and activates gene transcription [25]. By analyzing gene promoter sequence data from the National Centre for Biotechnology Information (NCBI), we found two noncanonical Myc‐responsive E‐boxes (CACGCG) at −93 to −98 bp upstream and +12 to +17 bp downstream of the *DDX21* gene transcriptional start site. Consequently, two *MYCN*‐amplified neuroblastoma cell lines, BE(2)‐C and Kelly, were transfected with a control small interfering RNA (siRNA) or two different N‐Myc siRNAs. RT‐PCR and western blot analyses revealed that both N‐Myc siRNAs successfully knocked down N‐Myc mRNA (Fig. 1A) and protein (Fig. 1B) expression and that DDX21 mRNA (Fig. 1A) and protein (Fig. 1B) levels were considerably decreased after N‐Myc knockdown. To further confirm the regulation of DDX21 expression by N‐Myc, we used doxycycline (DOX) withdrawal‐inducible N‐Myc overexpressing SHEP‐21N neuroblastoma cells. RT‐PCR and western blot analyses showed that removal of DOX resulted in N‐Myc mRNA (Fig. 1C) and protein (Fig. 1D) overexpression, and significantly increased DDX21 mRNA (Fig. 1C) and protein (Fig. 1D) expression.

**Fig. 1:**
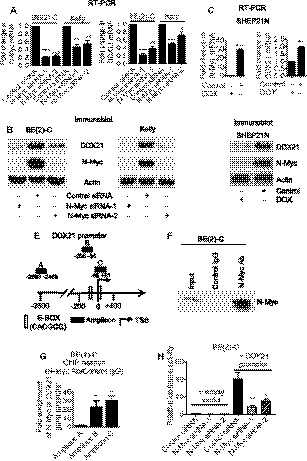
N‐Myc upregulates *DDX21* gene expression by binding to the *DDX21* gene promoter in neuroblastoma cells. (A–B) BE(2)‐C and Kelly cells were transfected with control siRNA, N‐Myc siRNA‐1, or N‐Myc siRNA‐2 for 48 h, followed by RT‐PCR (A) and western blot (B) analyses of N‐Myc and DDX21 mRNA and protein expression. (C–D) Tetracycline withdrawal‐inducible N‐Myc overexpression SHEP‐21N cells were treated with vehicle control or DOX for 48 h, followed by RT‐PCR (C) and western blot (D) analyses of N‐Myc and DDX21 mRNA and protein expression. (E) Schematic representation of the DDX21 gene promoter. TSS, transcription start site. (F–G) ChIP assays were performed with a control or an anti‐N‐Myc antibody (Ab), the immunoprecipitated protein was subjected to immunoblot analysis with an anti‐N‐Myc antibody (F), and the immunoprecipitated DNA was examined by PCR (G) with primers targeting a negative control region (Amplicon A) or the DDX21 gene promoter regions containing the E‐boxes (Amplicons B and C) in BE(2)‐C cells. Fold enrichment of N‐Myc at the DDX21 gene promoter regions was calculated as the difference in cycle thresholds obtained with the anti‐N‐Myc Ab and with the control Ab. (H) BE(2)‐C cells were transfected with control siRNA, N‐Myc siRNA‐1, or N‐Myc siRNA‐2 for 14 h, then transfected with empty vector control or *DDX21* gene promoter (−870 to +111 bp) in LightSwitch reporter construct for 30 h followed by luciferase assays. Luciferase activities were expressed as fold changes relative to empty vector construct. Error bars represented standard error. * indicates *P* < 0.05, **P < 0.01, and ***P < 0.001.

To investigate whether N‐Myc binds to the *DDX21* gene promoter, chromatin immunoprecipitation (ChIP) assays were performed with a control or an anti‐N‐Myc antibody in BE(2)‐C cell lysates. The N‐Myc antibody enhanced the pull down of N‐Myc protein and the DDX21 proximal promoter region containing the noncanonical E‐box regions (Amplicons B and C) by ~ 20‐ to 30‐fold compared with the negative control (Amplicon A) (Fig. 1E–G). To further confirm the transcriptional control of DDX21 by N‐Myc, BE(2)‐C cells were transfected with control or two different N‐Myc siRNAs, followed by transfection with a LightSwitch luciferase reporter construct containing the *DDX21* gene promoter and luciferase assays. Correspondingly, knocking down N‐Myc significantly decreased the luciferase activity at the *DDX21* gene promoter (Fig. 1H).

In summary, these data suggest that N‐Myc upregulates DDX21 gene expression by binding to the *DDX21* gene promoter.

### 3.2 DDX21 binds to the *CEP55* gene promoter and upregulates CEP55 gene expression

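BE(2)-C, a neuroblastoma cell line with MYCN amplification, was used in the form of 3 lines carrying a doxycycline (DOX)-inducible control shRNA, DDX21 shRNA-1 or DDX21 shRNA-2. Each line gave 1 array with vehicle and 1 array with DOX at 2 µg/mL for 32 h, 6 arrays in all, and no repeat array was mapped for any line and treatment. The paper's statistics section states in general that every experiment was repeated and does not say how this applies to the arrays. The authors normalized the arrays by RMA, and their deposited values are log2 levels of 53617 probe sets with medians between 3.95 and 3.99 per array. The value table carries no gene names. Names were taken from the authors' deposited table of changed probe sets, whose fold changes in the 3 lines matched differences between arrays to within 1e-05 on the log2 scale, and only probe sets listed there could be named. The change in each line was its DOX level minus its own vehicle level. The knockdown effect was the mean change of the DDX21 shRNA lines minus the change of the control shRNA line, tested with limma with the line as a block and Benjamini-Hochberg adjustment over all probe sets. The 2 hairpins stood in as replicates, and the fit left 1 residual degree of freedom, from the difference between the hairpins' changes. limma moderated that variance with a prior of 3.5 degrees of freedom estimated over all probe sets. Differences between hairpins, cultures and arrays are mixed in it, and the p-values do not measure the spread between repeat cultures. The control line's single pair of arrays was assumed to vary like those of the hairpin lines. The number of arrays limits the precision.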

As DDX21 is known to bind to target gene promoters and activates gene transcription [15], we carried out Affymetrix microarray on DOX‐inducible control or DDX21 shRNA BE(2)‐C cells after treatment with vehicle control or DOX for 32 h to examine differential gene expression. 

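DDX21, the helicase targeted by both hairpins, was at a log2 level of 10.35 with vehicle and 8.09 with DOX in the DDX21 shRNA-1 line, a change of -2.26 or 4.79-fold. In the DDX21 shRNA-2 line it was at 10.34 with vehicle and 8.73 with DOX, a change of -1.62 or 3.06-fold, and in the control shRNA line its change was 0.07. CEP55, which encodes a midbody protein required for the last step of cell division, was at 8.76 with vehicle and 7.92 with DOX in the DDX21 shRNA-1 line, and at 8.76 and 7.61 in the DDX21 shRNA-2 line. These are changes of -0.84 and -1.14, or 1.79-fold and 2.21-fold, beside a change of 0.14 in the control shRNA line. The level of CEP55 in both knockdown arrays lay under those in the 4 other arrays, which ranged from 8.64 to 8.78.

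**Figure D1:**
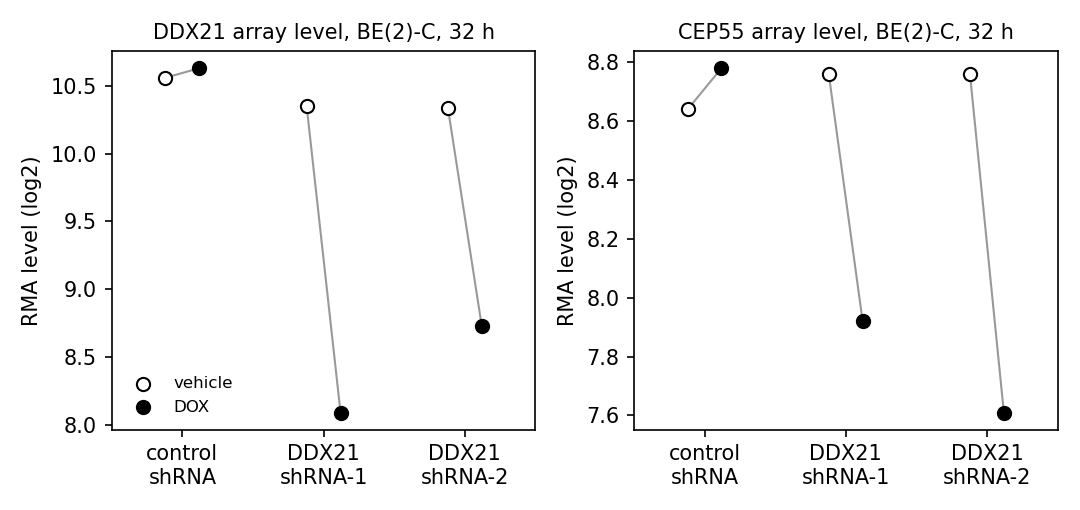
RMA level (log2) of DDX21 and CEP55 on each of the 6 arrays, with open circles for vehicle, filled circles for DOX and a grey line joining the arrays of one line; each circle is a single array and there are no error bars. CEP55 lies at 7.92 and 7.61 with DOX in the DDX21 shRNA lines and between 8.64 and 8.78 elsewhere.

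Net of the control line, the log2 change was -2.01 for DDX21 (standard error 0.37, adjusted p = 1.00 from limma). For CEP55 it was -1.13 (standard error 0.28, adjusted p = 1.00 from limma), so neither gene passed the test. In simulated tables of this design limma called 0 of 600 changes of 1 on the log2 scale and 0.333% of those of 2. It could therefore seldom have called changes of this size, and the lack of a call decides nothing about either gene. For each gene, the difference between the 2 knockdown arrays and the 4 others had p = 0.0667 in a two-sided exact permutation test, the smallest p that the 15 splits allow. The splits exchanged all 6 arrays and ignored the line that pairs them, and the test was not planned. This p therefore shows no more than that the 2 knockdown arrays were the lowest. CEP55 was also picked by the authors from these same arrays. Ranked by the smaller of the hairpins' decreases, DDX21 was number 1 and CEP55 number 7 among the 13405 probe sets of the brightest 25%, and numbers 5 and 68 among all probe sets. In the brightest 25%, DDX21 ranked 2 by DDX21 shRNA-1 alone and 4 by DDX21 shRNA-2 alone, and CEP55 ranked 138 and 15. By the change net of the control line, CEP55 was number 16 among the 69 lower probe sets that the authors' deposited table names. From the microarray the paper states that CEP55 was downregulated by the DDX21 shRNAs. It reports that CEP55 mRNA by RT-PCR and protein by western blot also fell with DOX in BE(2)-C and Kelly cells carrying these shRNAs (Fig. 2A,B).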

The CEP55 gene was significantly downregulated by the DDX21 shRNAs (Table S1). The results were confirmed by RT‐PCR and western blot analyses, which demonstrated that treatment with DOX in the DOX‐inducible DDX21 shRNA BE(2)‐C or Kelly cells considerably reduced DDX21 expression, and resulted in a decrease in CEP55 mRNA and protein expression (Fig. 2A,B).

**Fig. 2:**
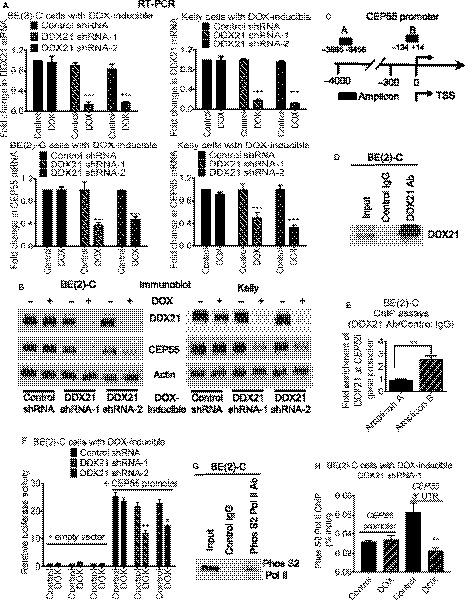
DDX21 upregulates CEP55 gene expression by binding to the *CEP55* gene promoter and promotes CEP55 transcriptional elongation. (A–B) DOX‐inducible control shRNA, DDX21 shRNA‐1, or DDX21 shRNA‐2 BE(2)‐C and Kelly cells were treated with vehicle control or DOX for 48 h, followed by RT‐PCR (A) or western blot (B) analyses of DDX21 and CEP55 mRNA and protein expression. (C) Schematic representation of the *CEP55* gene promoter. TSS, transcription start site. (D–E) ChIP assays were performed with a control or anti‐DDX21 antibody (Ab), the immunoprecipitated protein was subjected to immunoblot analysis with an anti‐DDX21 antibody (D), and the immunoprecipitated DNA was examined by PCR (E) with primers targeting the negative control region (Amplicons A) or the *CEP55* gene core promoter (Amplicons B) in BE(2)‐C cells. Fold enrichment of DDX21 at the *CEP55* gene promoter was calculated as the difference in cycle thresholds obtained with the anti‐DDX21 Ab and with the control Ab. (F) DOX‐inducible control shRNA, DDX21 shRNA‐1, or DDX21 shRNA‐2 BE(2)‐C cells were transfected with empty vector control or *CEP55* gene promoter (−884 to +165 bp) in LightSwitch reporter construct for 24 h, then treated with vehicle control or DOX for 30 h followed by luciferase assays. Luciferase activities were expressed as fold changes relative to control shRNA, DDX21 shRNA‐1, or DDX21 shRNA‐2 BE(2)‐C cells transfected with empty vector control and treated with vehicle control. (G–H) DOX‐inducible DDX21 shRNA‐1 BE(2)‐C cells were treated with vehicle control or DOX for 48 h, followed by ChIP assays with a control or an anti‐phos S2 Pol II antibody. The immunoprecipitated protein was subjected to immunoblot analysis with an anti‐phos S2 Pol II antibody (G), and the immunoprecipitated DNA was examined by PCR (H) with primers targeting the *CEP55* promoter or the *CEP55* 3′‐UTR. Error bars represent standard error. * indicates *P* < 0.05, **P < 0.01, and ***P < 0.001.

To confirm that DDX21 was transcriptionally upregulating CEP55 expression, ChIP assays were carried out with a control or an anti‐DDX21 antibody in BE(2)‐C cell lysates. The DDX21 antibody effectively pulled down DDX21 protein, and binding of DDX21 was enhanced by twofold to threefold at the *CEP55* gene promoter region (Amplicon B), compared with negative control regions (Amplicon A) (Fig. 2C–E). To further demonstrate the transcriptional control of CEP55 by DDX21, a LightSwitch luciferase reporter construct containing the *CEP55* gene promoter region was transfected into the DOX‐inducible control or DDX21 shRNA BE(2)‐C cells followed by luciferase assays. Knockdown of DDX21 expression by treatment with DOX significantly downregulated the luciferase activity of the *CEP55* promoter (Fig. 2F).

The C‐terminal repeat domain of RNA polymerase II (Pol II) is phosphorylated at serine 2 (S2) near the end of genes during transcriptional elongation [26, 27, 28]. DDX21 binds to target gene promoters and regulates target gene transcriptional elongation [15]; thus, we examined whether DDX21 mediates CEP55 transcriptional elongation using ChIP assays with a control or phosphorylated S2 Pol II antibody in the DOX‐inducible DDX21 shRNA‐1 BE(2)‐C cells. The phosphorylated S2 Pol II antibody efficiently pulled down the phosphorylated S2 Pol II protein (Fig. 2G), and knocking down DDX21 significantly decreased phosphorylated S2 Pol II binding at the transcriptional termination site (3′‐untranslated region) of *CEP55* but not at the *CEP55* gene promoter (Fig. 2H). Next, we examined the transcriptional elongation modulation by DDX21 of other known DDX21 target/nontarget genes. RPLP2 is a known DDX21 target gene, while β‐actin is a known DDX21 nontarget gene [15]. Knocking down DDX21 significantly decreased the binding of phosphorylated S2 Pol II at the transcriptional termination site of *RPLP2* but not at *RPLP2* gene promoter (Fig. S1A). In contrast, knocking down DDX21 did not affect phosphorylated S2 Pol II binding to the transcriptional termination site of *β‐actin* or *β‐actin* gene promoter (Fig. S1B).

The data therefore demonstrate that DDX21 binds to the *CEP55* gene promoter to upregulate *CEP55* transcriptional elongation and expression.

### 3.3 DDX21 and CEP55 are essential for neuroblastoma cell growth

We then assessed whether DDX21 or CEP55 is required for neuroblastoma cell viability and/or proliferation. Alamar blue and BrdU assays revealed that knocking down DDX21 expression in the DOX‐inducible DDX21 shRNA BE(2)‐C and Kelly cells significantly decreased cell viability (Fig. 3A) and cell proliferation (Fig. 3B) in both cell lines. We then transfected BE(2)‐C and Kelly cells with a control siRNA or two different CEP55 siRNAs. In both cell lines, the CEP55 siRNAs significantly knocked down CEP55 mRNA (Fig. 3C) and protein (Fig. S2) expression. Alamar blue and BrdU assays revealed that CEP55 knockdown also reduced cell viability (Fig. 3D) and cell proliferation (Fig. 3E) in both cell lines.

**Fig. 3:**
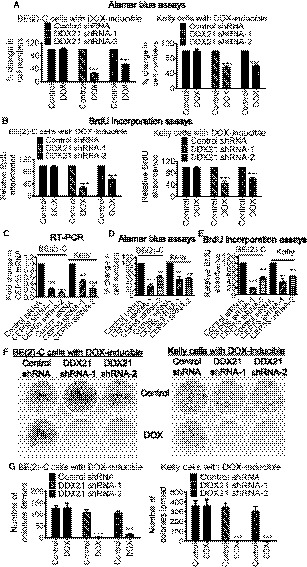
DDX21 induces neuroblastoma cell proliferation through upregulating CEP55 expression. (A–B) DOX‐inducible control shRNA, DDX21 shRNA‐1, or DDX21 shRNA‐2 BE(2)‐C and Kelly cells were treated with control or DOX for 72 h, followed by Alamar blue assays (A) or BrdU incorporation assays (B). (C‐E) BE(2)‐C and Kelly cells were transfected with control siRNA, CEP55 siRNA‐1, or CEP55 siRNA‐2 for 48 h (C) or 72 h (D, E), followed by RT‐PCR (C), Alamar blue assays (D), or BrdU incorporation assays (E). (F–G) DOX‐inducible control shRNA, DDX21 shRNA‐1, or DDX21 shRNA‐2 BE(2)‐C and Kelly cells were treated with vehicle control or DOX for 14 days. Cell colonies were fixed with methanol and stained with crystal violet (F), and the numbers of colonies were counted (G). Error bars represent standard error. * indicates *P* < 0.05, **P < 0.01, and ***P < 0.001.

We next examined whether DDX21 increases the clonogenic capacity of neuroblastoma cells. Knocking down DDX21 almost completely abolished clonogenicity in the DOX‐inducible DDX21 shRNA‐1 and DDX21 shRNA‐2 BE(2)‐C and Kelly cells, compared with the DOX‐inducible control shRNA cells (Fig. 3F–G), indicating that DDX21 plays a crucial role in neuroblastoma tumorigenesis.

In summary, the results indicate that DDX21 and CEP55 are essential for neuroblastoma cell proliferation and survival.

### 3.4 DDX21 and CEP55 play a role in neuroblastoma cell cytoskeletal stability

CEP55 is necessary for microtubule bundling and cytokinesis [29, 30]. Microtubules are important in cell cytoskeleton and maintenance of cellular structure [31]. We therefore examined whether DDX21 or CEP55 plays key roles in microtubule stability in neuroblastoma cells. DOX‐inducible control or DDX21 shRNA BE(2)‐C and Kelly cells were treated with vehicle control or DOX for 72 h, and stained with an anti‐α‐tubulin antibody (Fig. 4A,B) or with actin‐binding phalloidin (Fig. S3A). Knockdown of DDX21 significantly reduced the area of α‐tubulins and actin filaments. Similarly, BE(2)‐C and Kelly cells were transfected with control siRNA or two different CEP55 siRNAs and stained with an anti‐α‐tubulin antibody (Fig. 4C,D) or actin‐binding phalloidin (Fig. S3B). Knockdown of CEP55 decreased the area of α‐tubulins and actin filaments. Moreover, overexpression of CEP55 in BE(2)‐C cells containing DOX‐inducible control or DDX21 shRNA (Fig. S4) reversed the cytoskeletal damage induced by DDX21 knockdown (Fig. S5).

**Fig. 4:**
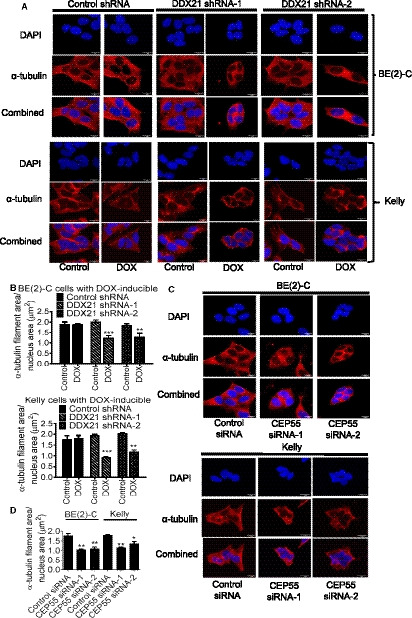
DDX21 and CEP55 play a role in neuroblastoma cell cytoskeletal stability. (A–B) DOX‐inducible control shRNA, DDX21 shRNA‐1, or DDX21 shRNA‐2 BE(2)‐C and Kelly cells were treated with vehicle control or DOX for 72 h, followed by immunostaining with an anti‐α‐tubulin antibody and counter‐staining of cell nuclei with DAPI (A). The areas covered by α‐tubulin filaments, relative to nucleus, were quantified (B). (C–D) BE(2)‐C and Kelly cells were transfected with control siRNA, CEP55 siRNA‐1, or CEP55 siRNA‐2 for 72 h followed by immunostaining with an anti‐α‐tubulin antibody and counter‐staining of cell nuclei with DAPI (C). The areas covered by α‐tubulin filaments, relative to nucleus, were quantified (D). Error bars represent standard error. * indicates *P* < 0.05, ** *P* < 0.01, and *** *P* < 0.001. Scale bar: 10 µm.

We then performed cell cycle analysis to determine whether the regulation of cytoskeletal stability by DDX21 and CEP55 affects cell cycle progression. Knockdown of in BE(2)‐C and Kelly cells containing DOX‐inducible DDX21 shRNAs significantly decreased the percentage of cells in S phase compared with control shRNA (Fig. S6A). Similarly, transfection of CEP55 siRNAs in BE(2)‐C and Kelly cells significantly reduced the percentage of cells in S phase compared with control siRNA (Fig. S6B).

Taken together, these data indicate that DDX21 and CEP55 play important roles in maintaining neuroblastoma cell cytoskeletal stability and in driving cell proliferation.

### 3.5 DDX21 promotes neuroblastoma progression in mice

We next examined whether DDX21 contributes to neuroblastoma tumor progression *in vivo*. BE(2)‐C cells containing DOX‐inducible control shRNA or DDX21 shRNA‐1 and Kelly cells containing DDX21 shRNA‐2 were xenografted into BALB/c mice. Knocking down DDX21 by treatment with DOX in mice xenografted with BE(2)‐C cells containing DOX‐inducible DDX21 shRNA‐1 or Kelly cells containing DOX‐inducible DDX21 shRNA‐2 cells led to tumor shrinkage and a significant delay in relapse, with increased overall survival by up to 68 and 24 days, respectively. No effect was observed in mice xenografted with BE(2)‐C cells containing DOX‐inducible control shRNA (Fig. 5A,B). Proteins were extracted from the tumors, and western blot analyses demonstrated that DOX treatment significantly reduced DDX21 and CEP55 protein expression in DOX‐inducible DDX21 shRNA BE(2)‐C and Kelly xenografts (Fig. 5C,D). The results therefore indicate that DDX21 regulates CEP55 expression and promotes neuroblastoma progression *in vivo*.

**Fig. 5:**
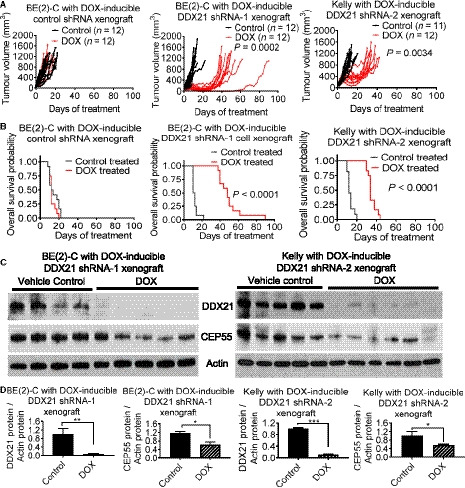
DDX21 promotes CEP55 expression and neuroblastoma progression in mice. (A–B) DOX‐inducible control shRNA BE(2)‐C, DDX21 shRNA‐1 BE(2)‐C, or DDX21 shRNA‐2 Kelly cells were xenografted into nude mice. When tumors reached 0.05 cm^3^, the three groups of mice were randomized into two subgroups each and given feed with or without DOX. Tumor growth was monitored, and the mice were culled when the tumors reached 1.0 cm^3^ or 3 months later if tumors regressed (A). Survival curves showed the probability of overall survival of the mice, and *P* values were obtained with two‐sided log‐rank test (B). (C–D) Protein was extracted from the mouse tumor tissues and subjected to western blot analysis of DDX21 and CEP55 protein expression with actin as a loading control (C). DDX21 and CEP55 protein expression was quantified, relative to actin (D). Error bars represent standard error. * indicates *P* < 0.05, ** *P* < 0.01, and *** *P* < 0.001.

### 3.6 High DDX21 expression correlates with high N‐Myc and CEP55 expression and predicts poor outcome in neuroblastoma patients

To investigate the clinical implications of DDX21 and CEP55 in *MYCN*‐amplified neuroblastoma, we examined DDX21 and CEP55 expression in 88 and 493 human neuroblastoma tissues in the publicly available Affymetrix microarray Versteeg dataset and RNAseq SEQC‐RPM‐seqcnb1 dataset downloaded from the R2 platform (http://r2.amc.nl) on July 7, 2017, and April 6, 2018, respectively [32, 33]. High DDX21 mRNA expression correlated with high N‐Myc mRNA expression and CEP55 mRNA expression by Pearson's correlation analysis (Fig. 6A,B). These correlations were also observed in the subset of 92 *MYCN*‐amplified patients in the SEQC‐RPM‐seqcnb1 dataset (Fig. 6C,D).

**Fig. 6:**
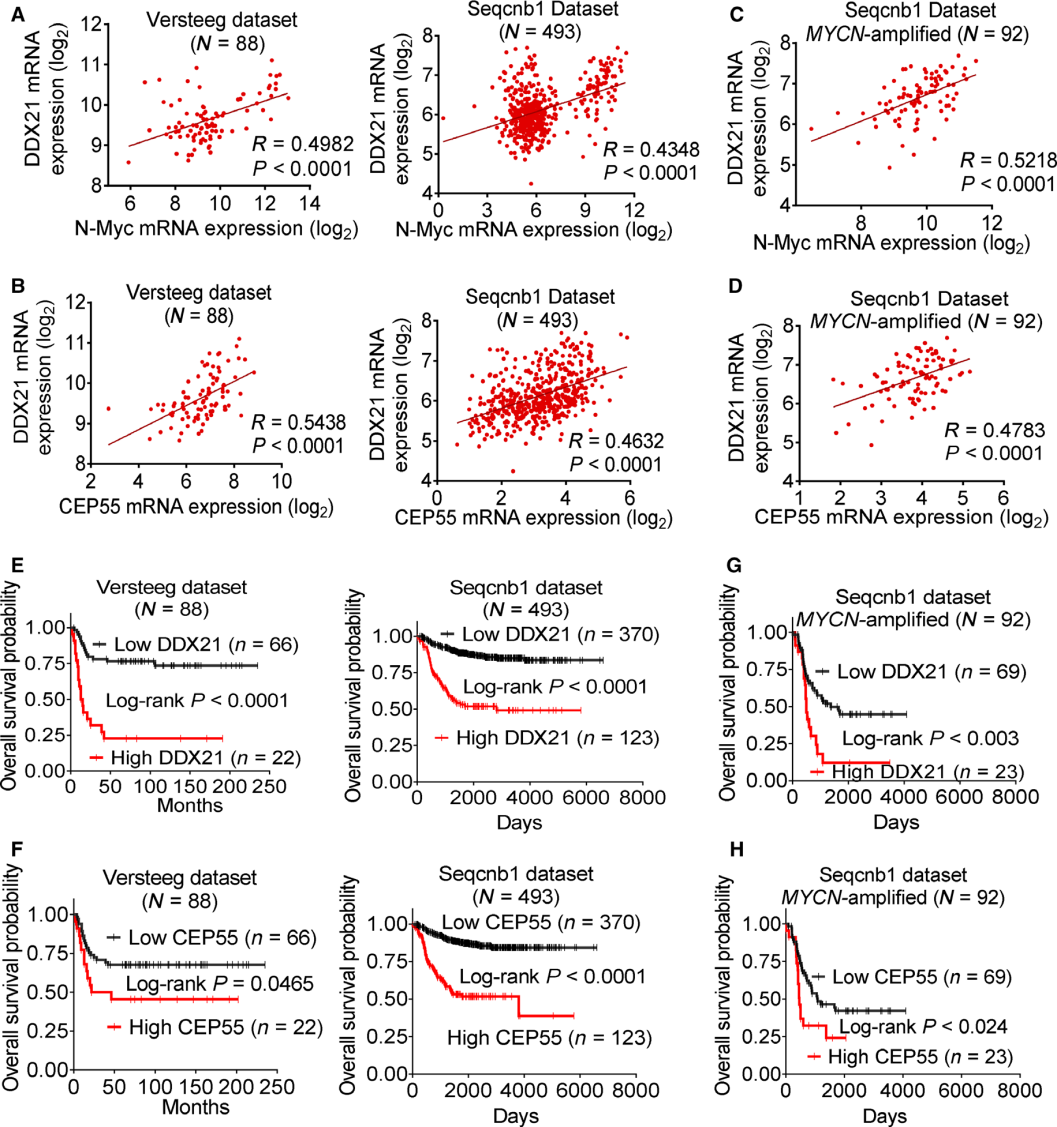
High DDX21 expression correlates with high N‐Myc and CEP55 expression and predicts poor patient prognosis. (A*–*B) Two‐sided Pearson's correlation was used to analyze the correlation between DDX21 mRNA expression and N‐Myc mRNA expression (A) or between DDX21 mRNA expression and CEP55 mRNA expression (B) in 88 or 493 human neuroblastoma tumor tissues in the publicly available microarray gene expression Versteeg dataset or RNA sequencing gene expression SEQC‐RPM‐seqcnb1 dataset, respectively, downloaded from the R2 platform (http://r2.amc.nl). Five out of 498 samples in the SEQC‐RPM‐seqcnb1 dataset were excluded from analysis, due to the lack of information on *MYCN* amplification status. (C*–*D) Two‐sided Pearson’s correlation was used to analyze the correlation between DDX21 mRNA expression and N‐Myc mRNA expression (C) or between DDX21 mRNA expression and CEP55 mRNA expression (D) in 92 *MYCN*‐amplified human neuroblastoma tissues in the RNA sequencing SEQC‐RPM‐seqcnb1 dataset. (E*–*F) Kaplan–Meier curves showed the probability of overall survival of neuroblastoma patients according to the levels of DDX21 (E) and CEP55 (F) expression in 88 and 493 human neuroblastoma tissues in the Versteeg and SEQC‐RPM‐seqcnb1 datasets, respectively, using the upper quartile of RNA expression as the cutoff point and two‐sided log‐rank test. (G*–*H) Kaplan–Meier curves showed the probability of overall survival of neuroblastoma patients according to the levels of DDX21 (G) and CEP55 (H) expression in 92 *MYCN*‐amplified neuroblastoma tissues in the large SEQC‐RPM‐seqcnb1 dataset using upper quartile of RNA expression as the cutoff point and two‐sided log‐rank test.

Furthermore, the Kaplan–Meier survival analysis with upper quartile as the cutoff point revealed that high DDX21 (Fig. 6E) or CEP55 (Fig. 6F) expression correlated with lower patient survival in both datasets. Consistently, in the SEQC‐RPM‐seqcnb1 dataset, high DDX21 (Fig. 6G) or CEP55 (Fig. 6H) mRNA expression in the subset of 92 *MYCN*‐amplified neuroblastoma patients also correlated with poorer patient survival. Importantly, in the larger SEQC‐RPM‐seqcnb1 dataset, multivariable Cox regression analysis with the median or upper quartile as the cutoff points revealed that high DDX21 or CEP55 expression predicted poor event‐free and overall patient survival independent of age at diagnosis, stage of disease, and *MYCN* status (Table 1).

**Table 1:** Multivariable Cox regression analysis of DDX21 and CEP55 as factors prognostic for outcome in 493 patients^a^.

Factors	Overall survival		Event‐free survival	
	HR (95% CI)	*P* value	HR (95% CI)	*P* value
High DDX21 expression (median as the cutoff)	1.99 (1.18–3.36)	0.0098	1.69 (1.20–2.38)	0.0029
*MYCN* amplification	3.07 (2.00–4.72)	< 0.0001	1.54 (1.09–2.19)	0.0145
Age > 18 months	2.38 (1.55–3.66)	< 0.0001	1.78 (1.29–2.46)	< 0.0001
Stages 3 and 4^b^	5.98 (2.86–12.48)	< 0.0001	2.81 (1.89–4.19)	0.0004
High DDX21 expression (upper quartile as the cutoff)	1.94 (1.26–2.97)	0.0025	1.52 (1.08–2.13)	0.0163
*MYCN* amplification	3.02 (1.95–4.67)	< 0.0001	1.56 (1.09–2.25)	0.0160
Age > 18 months	2.53 (1.65–3.89)	< 0.0001	1.82 (1.32–2.51)	0.0003
Stages 3 and 4^b^	5.93 (2.84–12.38)	< 0.0001	2.89 (1.94–4.31)	< 0.0001
High CEP55 expression (median as the cutoff)	3.01 (1.69–5.35)	0.0002	1.98 (1.39–2.83)	0.0002
*MYCN* amplification	3.28 (2.19–4.91)	< 0.0001	1.64 (1.17–2.28)	0.0038
Age > 18 months	2.19 (1.41–3.40)	0.0005	1.75 (1.26–2.43)	0.0009
Stages 3 and 4^b^	4.94 (2.33–10.49)	< 0.0001	2.45 (1.62–3.72)	< 0.0001
High CEP55 expression (upper quartile as the cutoff)	2.53 (1.70–3.76)	< 0.0001	2.16 (1.58–2.96)	< 0.0001
*MYCN* amplification	3.68 (2.46–5.51)	< 0.0001	1.64 (1.17–2.28)	0.0036
Age > 18 months	2.58 (1.68–3.98)	< 0.0001	1.83 (1.32–2.52)	0.0003
Stages 3 and 4^b^	5.35 (2.55–11.21)	< 0.0001	2.54 (1.69–3.82)	< 0.0001

^a^ The level of DDX21 or CEP55 expression was considered high or low in relation to the median or upper quartile level of expression in tumors of the RNA sequencing gene expression‐patient prognosis SEQC‐RPM‐seqcnb1 dataset. HRs were calculated as the antilogs of the regression coefficients in the proportional hazard regression. Multivariable Cox regression analysis was carried out following the inclusion of the four factors listed above into the Cox regression model, and *P* value was obtained from two‐sided log‐rank test.

^b^ Tumor stage was categorized as favorable (International Neuroblastoma Staging System stages 1, 2 and 4S) or unfavorable (International Neuroblastoma Staging System stages 3 and 4).

In summary, these data demonstrate that N‐Myc regulates DDX21 expression and DDX21 regulates CEP55 expression in human neuroblastoma (Fig. 7) and that high DDX21 and high CEP55 expressions are independent prognostic markers of poor outcome in human neuroblastoma patients.

**Fig. 7:**
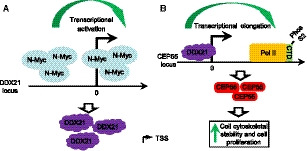
Schematic model of the regulation of DDX21 and CEP55 by N‐Myc. (A) N‐Myc binds to the *DDX21* gene promoter containing the noncanonical E‐boxes, leading to *DDX21* transcriptional activation, and increased DDX21 mRNA and protein expression. (B) DDX21 binds to the *CEP55* gene promoter to facilitate CEP55 transcriptional elongation, leading to elevated CEP55 mRNA and protein expression, as well as cell cytoskeletal stability and cell proliferation. TSS, transcription start site.

## 4 Discussion

The DEAD‐box RNA helicase protein DDX21 associates with diverse species of RNA and RNA polymerase I‐ and II‐transcribed genes, facilitates the release of the positive transcription elongation factor b (P‐TEFb) from the 7SK small nuclear ribonucleoproteins in a helicase‐dependent manner, and promotes transcription of target genes [15]. DDX21 unwinds the nucleic acid structure R loops and overcomes R‐loop‐mediated stalling of RNA polymerases. By resolving estrogen‐induced R loops on estrogen‐responsive genes in breast cancer cells, DDX21 promotes transcription elongation [34]. N‐Myc and c‐Myc oncoproteins are well known to induce tumorigenesis by binding to Myc‐responsive E‐boxes at target gene promoters to drive gene transcription [5, 35]. In this study, we have identified two Myc‐responsive E‐boxes at the *DDX21* gene promoter, and our ChIP assays confirm that N‐Myc binds to the *DDX21* gene promoter. Knockdown of N‐Myc significantly decreased DDX21 mRNA and protein expression. In human neuroblastoma tissues, high levels of DDX21 expression correlate with high levels of N‐Myc expression and predict poor patient prognosis, independent of the current standard prognostic markers.

DDX21 has recently been shown to be involved in various cancers. When DDX21 is relocalized from the nucleolus to the nucleoplasm, the p53 tumor suppressor protein is activated in neural crest cells [36]. DDX21 unwinds the nucleic acid structure R loops, whereas depletion of DDX21 leads to accumulation of cellular R loops, DNA double‐strand breaks, and genomic instability [34]. DDX21 also forms a protein complex with the leukemogenic Amino‐terminal Enhancer of Split protein, and DDX21 knockdown has been shown to reduce leukemia cell proliferation and clonogenesis [18]. In addition, DDX21 is highly expressed in human breast cancer tissues and DDX21 protein expression level correlates with cancer cell proliferation rate, while mechanistically, DDX21 induces AP‐1 transcriptional activity and c‐Jun protein phosphorylation [16]. We found that DDX21 promotes *MYCN*‐amplified neuroblastoma cell proliferation and clonogenic capacity, and high DDX21 gene expression correlates with poor patient prognosis. In mouse models of *MYCN*‐amplified neuroblastoma, DDX21 knockdown initially induces tumor regression, suppresses tumor progression, and significantly improves the overall survival.

CEP55 is a centrosomal protein that has been shown to be deregulated in a number of cancers. CEP55 is upregulated when the MEK1/2‐MYC pathway is activated in breast cancer cells and is essential for breast cancer cell aneuploidy, proliferation, and survival [37], and CEP55 overexpression in primary breast tumor tissues is a marker for chromosomal instability and poor prognosis [37, 38]. CEP55 also protects aneuploid cells against cell death, and loss of CEP55 leads to caspase‐dependent apoptosis [37]. In addition, CEP55 is overexpressed in human osteosarcoma tissues, and its overexpression correlates with poor patient prognosis [39]. CEP55 knockdown significantly induces cell cycle arrest at G1 phase, suppresses osteosarcoma cell proliferation *in vitro* through regulating the PI3K/AKT pathway, and suppresses osteosarcoma tumor growth in mice [39]. CEP55 associates with microtubules, efficiently bundles microtubules, and is essential for cell proliferation [29, 30]. 

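Beside DDX21 and CEP55, several genes were lower by 1.5-fold or more in each DDX21 shRNA line. CENPU, a centromere protein, had log2 changes of -1.06 and -0.92 with DDX21 shRNA-1 and DDX21 shRNA-2 and 0.01 in the control line. HMMR, which binds hyaluronan and the mitotic spindle, had changes of -0.90 and -1.0, with -0.17 in the control line, and MCM10, a replication initiation factor, had -0.79 and -0.67, with -0.14. FAM111B, a protease-like protein, had changes of -1.27 and -0.96, and KDELC2 (now POGLUT3), a protein glycosyltransferase, had -1.07 and -0.85. POPDC2, TMEM194B (now NEMP2), MNS1 and HLA-DQB1-AS1 were the other lower genes named by the rule, with changes between -0.94 and -0.70; POPDC2 had 0.42 in the control line. POPDC2, TMEM194B and HLA-DQB1-AS1 lay outside the brightest 25% of probe sets.
Of the 28 gene lists fixed in advance, 7 had a member among the named probe sets. These were CEP55 for cytokinesis, HMMR for mitosis, MCM10 for DNA replication, DDX21 for DEAD-box helicases, SNORA2A and SNORD116-13 for small nucleolar RNAs, and SESN2 for both p53 targets and ATF4 targets. SNORA2A, which guides RNA modification, had changes of -0.92 and -1.81, with 0.31 in the control line. Its vehicle levels differed between lines, at 6.44 in the control line, 8.45 with DDX21 shRNA-1 and 7.82 with DDX21 shRNA-2, and its level of 7.53 with DDX21 shRNA-1 and DOX lay above both control-line arrays. No member passed limma at an adjusted p under 0.05, and members outside the authors' deposited table could not be named, so no list was tested as a whole. That table holds every probe set that passed its 1.5-fold rule, but 101 of its 170 lower and 162 of its 201 higher probe sets have no name. The other members of each list therefore did not pass the rule or are unnamed there. The members named here do not show a change of their list.

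**Figure D2:**
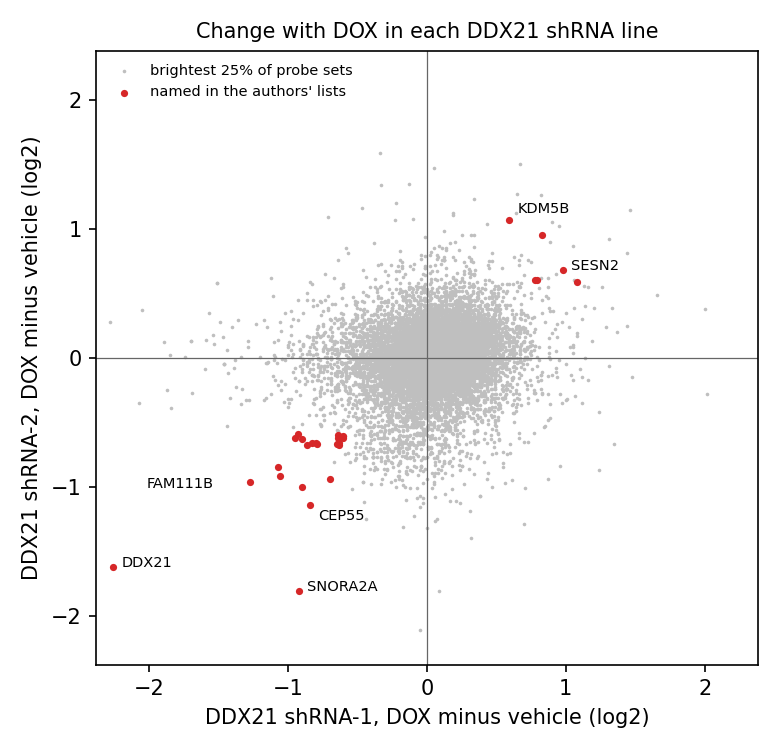
Change with DOX (DOX minus vehicle, log2) in the DDX21 shRNA-1 line on the horizontal axis and in the DDX21 shRNA-2 line on the vertical axis, 1 grey point for each of the 13405 probe sets of the brightest 25% and red points for those that the authors' lists name. Across these probe sets the changes correlated with r = 0.15, beside 0.12 for the control line with DDX21 shRNA-1 and 0.04 with DDX21 shRNA-2, and DDX21 lies at -2.26 and -1.62.

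In the brightest 25%, 26 probe sets were lower by 1.5-fold or more in both DDX21 shRNA lines, where independent lists of 409 and 412 would share 12.6, and 29 were higher, where 3.96 would be shared. A further 18 passed in opposed directions. With 1.5-fold also required of the hairpins' mean net of the control line, 23 lower and 20 higher probe sets were left. The authors' deposited table names 22 of these lower and 6 of these higher ones. The control line paired with DDX21 shRNA-1 gave 14 lower and 22 higher, where 2.59 and 2.92 would be shared, with 7 opposed. Paired with DDX21 shRNA-2 it gave 4 lower and 11 higher, where 2.61 and 1.41 would be shared, with 13 opposed. The correlation of the hairpins' changes across all probe sets was r = 0.02 (Spearman's rho 0.06). The control line correlated with DDX21 shRNA-1 at r = 0.06 (rho 0.07) and with DDX21 shRNA-2 at r = -0.02 (rho 0.01). These are correlations across probe sets, which are not independent replicates. Of the value table's rows, 1320 repeat the values of another row, and repeats were counted separately in the counts and in the numbers that independent lists would share.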

In the current study, genome‐wide differential gene expression analysis identifies CEP55 as one of the few genes markedly downregulated after DDX21 knockdown in neuroblastoma cells. In human neuroblastoma tumor tissues, high CEP55 gene expression correlated with high DDX21 gene expression and independently predicts poor patient survival. Knocking down DDX21 or CEP55 significantly decreases neuroblastoma cell cytoskeletal stability and cell proliferation.

## 5 Conclusions

Our data demonstrate that DDX21 and CEP55 are potential therapeutic targets for *MYCN*‐amplified neuroblastoma. Small molecule inhibitors of DDX21 could be developed with helicase targeting strategies similar to the discovery of DDX3 and DDX41 inhibitors [12, 13, 14], one of which (DDX3 inhibitor, RK‐33) is currently in a clinical trial in lung cancer patients. Studies have shown that CEP55‐derived peptides may facilitate vaccination strategies for breast cancer [40] and colorectal carcinoma [41]. Therefore, vaccination against CEP55 might be an avenue for further research in *MYCN*‐driven neuroblastoma.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

PYL and TL designed and supervised the experiments. VP, AJH, JS, AET, JC, JG, BA, and PYL performed the experiments, collected the data, and analyzed the results. NH analyzed the Affymetrix microarray. MH, MDN, MK, MJH, JM, and TT provided intellectual input. PYL and TL wrote the manuscript with contributions from the coauthors.

## Supporting information

**Fig. S1.** DDX21 promotes RPLP2 transcriptional elongation.
**Fig. S2.** CEP55 siRNAs knock down CEP55 protein expression.
**Fig. S3.** DDX21 or CEP55 play a role in for neuroblastoma cell cytoskeletal stability.
**Fig. S4.** Transfection of CEP55 overexpression construct results in CEP55 overexpression.
**Fig. S5.** Overexpression of CEP55 rescues the phenotypes induced by DDX21 knockdown.
**Fig. S6.** DDX21 and CEP55 promote neuroblastoma cell proliferation.

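At a threshold of 2-fold in both DDX21 shRNA lines, 30 probe sets were lower and 53 were higher with DOX. Of these, 1 lower and 3 higher probe sets passed the threshold in the control shRNA line as well. At 1.5-fold in the control shRNA line, 1 lower and 13 higher ones moved in the same direction there. Of the 30 lower probe sets, DDX21 was the one that lay in the brightest 25%, and 1 of the 53 higher ones lay there. Independent lists would share 4.16 lower and 4.95 higher probe sets, while 111 probe sets passed 2-fold in opposed directions in the DDX21 shRNA lines. Pairing the control line with DDX21 shRNA-1 at the same threshold gave 87 probe sets in one direction and 85 opposed, and pairing it with DDX21 shRNA-2 gave 67 and 109, beside 83 and 111 for the DDX21 shRNA lines.
Among named genes that were higher in both DDX21 shRNA lines, SESN2, a stress-induced sestrin, had log2 changes of 0.98 and 0.68 with DDX21 shRNA-1 and DDX21 shRNA-2 and -0.23 in the control line. KDM5B, a histone H3 lysine demethylase, had 0.59 and 1.07, and YRDC, an enzyme of tRNA modification, had 0.79 and 0.60. MKNK2, a kinase of the translation factor eIF4E, had 0.78 and 0.60, LCA5, a ciliary protein, had 0.71 and 1.14, and the zinc finger gene ZNF284 had 0.83 and 0.95. GPR162, an orphan receptor, had 1.08 and 0.59, with 0.19 in the control line. Net of the control line its change with DDX21 shRNA-2 was 0.4, under 1.5-fold. The glutathione transferase gene GSTM2 had 0.60 and 0.67. With vehicle, GSTM2 was at 4.90 and 4.77 in the DDX21 shRNA lines and at 5.33 in the control line. Its levels with DOX, 5.50 and 5.44, lay close to the control line's 5.37. ZNF284 with vehicle was also lower in the DDX21 shRNA lines, at 6.09 and 5.91 beside 6.44 in the control line. With DOX it was at 6.92 and 6.86 beside 6.38. LCA5 with vehicle was at 4.71 with DDX21 shRNA-2 and at 5.31 in the control line. LCA5 and GSTM2 lay outside the brightest 25%.
Over all probe sets, limma called 0 lower and 0 higher at an adjusted p under 0.05, with 2425 at an unadjusted p under 0.05 and a smallest adjusted p of 0.521. In simulated tables of this design the test called 0 of 600 changes of 1 on the log2 scale, 0.333% of those of 2 and 80.8% of those of 4. Changes of the size of those of DDX21 and CEP55 were therefore seldom detectable. Each simulated table also held changes of 8, and large changes ease the Benjamini-Hochberg cutoff for the rest. The 80.8% need not hold for the real arrays, where no probe set was called. The authors' deposited table lists 170 lower and 201 higher probe sets, and the rule of 1.5-fold or more in both DDX21 shRNA lines and in their mean net of the control line found these 170 and 201. The authors' deposited table gives a gene name to 69 of the lower and 39 of the higher ones.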

**Table S1.** Genes commonly up‐ or downregulated by DDX21 shRNAs by ≥ 2 fold.

## Data Availability

The Affymetrix Microarray data supporting the conclusions of this article are available at the NCBI GEO database website, with accession number GSE127994. The publicly available microarray gene expression Versteeg dataset or RNA sequencing gene expression SEQC‐RPM‐seqcnb1 dataset used in this study were downloaded from the R2 platform (http://r2.amc.nl).

## References

[1] Maris JM , Hogarty MD , Bagatell R & Cohn SL (2007) Neuroblastoma. Lancet 369, 2106–2120.1758630610.1016/S0140-6736(07)60983-0

[2] Matthay KK , Maris JM , Schleiermacher G , Nakagawara A , Mackall CL , Diller L & Weiss WA (2016) Neuroblastoma. Nat Rev Dis Primers 2, 16078.2783076410.1038/nrdp.2016.78

[3] Weiss WA , Aldape K , Mohapatra G , Feuerstein BG & Bishop JM (1997) Targeted expression of MYCN causes neuroblastoma in transgenic mice. EMBO J 16, 2985–2995.921461610.1093/emboj/16.11.2985PMC1169917

[4] Dang CV (2013) MYC on the path to cancer. Cell 149, 22–35.10.1016/j.cell.2012.03.003PMC334519222464321

[5] Eilers M & Eisenman RN (2008) Myc's broad reach. Genes Dev 22, 2755–2766.1892307410.1101/gad.1712408PMC2751281

[6] Soucek L & Evan GI (2010) The ups and downs of Myc biology. Curr Opin Genet Dev 20, 91.1996287910.1016/j.gde.2009.11.001PMC2822095

[7] Beltran H (2014) The N‐myc oncogene: maximizing its targets, regulation, and therapeutic potential. Mol Cancer Res 12, 815–822.2458943810.1158/1541-7786.MCR-13-0536

[8] Sloan KE & Bohnsack MT (2018) Unravelling the mechanisms of RNA helicase regulation. Trends Biochem Sci 43, 237–250.2948697910.1016/j.tibs.2018.02.001

[9] Cai W , Chen Z , Rane G , Singh S , Choo Z , Wang C , Yuan Y , Tan T , Arfuso F , Yap C *et al*. (2017) Wanted DEAD/H or alive: helicases winding up in cancers. J Natl Cancer Inst 109, djw278.10.1093/jnci/djw27828122908

[10] Perčulija V & Ouyang S (2019) Diverse roles of DEAD/DEAH‐Box helicases in innate immunity and diseases. In Helicases from All Domains of Life ( Tuteja R , ed), pp. 141–171. Academic Press, Cambridge, MA.

[11] Bordeleau ME , Cencic R , Lindqvist L , Oberer M , Northcote P , Wagner G & Pelletier J (2006) RNA‐mediated sequestration of the RNA helicase eIF4A by Pateamine A inhibits translation initiation. Chem Biol 13, 1287–1295.1718522410.1016/j.chembiol.2006.10.005

[12] Bol GM , Vesuna F , Xie M , Zeng J , Aziz K , Gandhi N , Levine A , Irving A , Korz D , Tantravedi S *et al*. (2015) Targeting DDX3 with a small molecule inhibitor for lung cancer therapy. EMBO Mol Med 7, 648–669.2582027610.15252/emmm.201404368PMC4492822

[13] Radi M , Falchi F , Garbelli A , Samuele A , Bernardo V , Paolucci S , Baldanti F , Schenone S , Manetti F , Maga G *et al*. (2012) Discovery of the first small molecule inhibitor of human DDX3 specifically designed to target the RNA binding site: towards the next generation HIV‐1 inhibitors. Bioorg Med Chem Lett 22, 2094–2098.2230066110.1016/j.bmcl.2011.12.135

[14] Yoneyama‐Hirozane M , Kondo M , Matsumoto SI , Morikawa‐Oki A , Morishita D , Nakanishi A , Kawamoto T & Nakayama M (2017) High‐throughput screening to identify inhibitors of DEAD box helicase DDX41. SLAS Discov 22, 1084–1092.2842693810.1177/2472555217705952

[15] Calo E , Flynn RA , Martin L , Spitale RC , Chang HY & Wysocka J (2015) RNA helicase DDX21 coordinates transcription and ribosomal RNA processing. Nature 518, 249–253.2547006010.1038/nature13923PMC4827702

[16] Zhang Y , Baysac KC , Yee LF , Saporita AJ & Weber JD (2014) Elevated DDX21 regulates c‐Jun activity and rRNA processing in human breast cancers. Breast Cancer Res 16, 449.2526053410.1186/s13058-014-0449-zPMC4303128

[17] Jung Y , Lee S , Choi HS , Kim SN , Lee E , Shin Y , Seo J , Kim B , Kim WK , Chun HK *et al*. (2011) Clinical validation of colorectal cancer biomarkers identified from bioinformatics analysis of public expression data. Clin Cancer Res 17, 700–709.2130400210.1158/1078-0432.CCR-10-1300

[18] Zhou F , Liu Y , Rohde C , Pauli C , Gerloff D , Kohn M , Misiak D , Baumer N , Cui C , Gollner S *et al*. (2017) AML1‐ETO requires enhanced C/D box snoRNA/RNP formation to induce self‐renewal and leukaemia. Nat Cell Biol 19, 844–855.2865047910.1038/ncb3563

[19] Tee A , Ciampa O , Wong M , Fletcher J , Kamili A , Chen J , Ho N , Sun Y , Carter D , Cheung B *et al*. (2020) Combination therapy with the CDK7 inhibitor and the tyrosine kinase inhibitor exerts synergistic anticancer effects against MYCN‐amplified neuroblastoma. Int J Cancer 147, 1928–1938.3208695210.1002/ijc.32936

[20] Herold MJ , van den Brandt J , Seibler J & Reichardt HM (2008) Inducible and reversible gene silencing by stable integration of an shRNA‐encoding lentivirus in transgenic rats. Proc Natl Acad Sci USA 105, 18507–18512.1901780510.1073/pnas.0806213105PMC2587564

[21] Liu PY , Tee AE , Milazzo G , Hannan KM , Maag J , Mondal S , Atmadibrata B , Bartonicek N , Peng H , Ho N *et al*. (2019) The long noncoding RNA lncNB1 promotes tumorigenesis by interacting with ribosomal protein RPL35. Nat Commun 10, 5026.3169071610.1038/s41467-019-12971-3PMC6831662

[22] Livak KJ & Schmittgen TD (2001) Analysis of relative gene expression data using real‐time quantitative PCR and the 2(‐Delta Delta C(T)) Method. Methods 25, 402–408.1184660910.1006/meth.2001.1262

[23] Liu PY , Erriquez D , Marshall GM , Tee AE , Polly P , Wong M , Liu B , Bell JL , Zhang XD , Milazzo G *et al*. (2014) Effects of a novel long noncoding RNA, lncUSMycN, on N‐Myc expression and neuroblastoma progression. J Natl Cancer Inst 106, dju113.2490639710.1093/jnci/dju113

[24] Pandzic E , Gelissen I , Whan R , Barter P , Sviridov D , Gaus K , Rye K & Cochran B (2017) The ATP binding cassette transporter, ABCG1, localizes to cortical actin filaments. Sci Rep 7, 42025.2816502210.1038/srep42025PMC5292732

[25] Grandori C , Cowley SM , James LP & Eisenman RN (2000) The Myc/Max/Mad network and the transcriptional control of cell behavior. Annu Rev Cell Dev Biol 16, 653–699.1103125010.1146/annurev.cellbio.16.1.653

[26] Komarnitsky P , Cho EJ & Buratowski S (2000) Different phosphorylated forms of RNA polymerase II and associated mRNA processing factors during transcription. Genes Dev 14, 2452–2460.1101801310.1101/gad.824700PMC316976

[27] Morris DP , Michelotti GA & Schwinn DA (2005) Evidence that phosphorylation of the RNA polymerase II carboxyl‐terminal repeats is similar in yeast and humans. J Biol Chem 280, 31368–31377.1601216610.1074/jbc.M501546200PMC2277102

[28] Phatnani H & Greenleaf A (2006) Phosphorylation and functions of the RNA polymerase II CTD. Genes Dev 20, 2922–2936.1707968310.1101/gad.1477006

[29] Fabbro M , Zhou BB , Takahashi M , Sarcevic B , Lal P , Graham ME , Gabrielli BG , Robinson PJ , Nigg EA , Ono Y *et al*. (2005) Cdk1/Erk2‐ and Plk1‐dependent phosphorylation of a centrosome protein, Cep55, is required for its recruitment to midbody and cytokinesis. Dev Cell 9, 477–488.1619829010.1016/j.devcel.2005.09.003

[30] Zhao W , Seki A & Fang G (2006) Cep55, a microtubule‐bundling protein, associates with centralspindlin to control the midbody integrity and cell abscission during cytokinesis. Mol Biol Cell 17, 3881–3896.1679049710.1091/mbc.E06-01-0015PMC1593165

[31] Fletcher DA & Mullins RD (2010) Cell mechanics and the cytoskeleton. Nature 463, 485–492.2011099210.1038/nature08908PMC2851742

[32] Zhang W , Yu Y , Hertwig F , Thierry‐Mieg J , Zhang W , Thierry‐Mieg D , Wang J , Furlanello C , Devanarayan V , Cheng J *et al*. (2015) Comparison of RNA‐seq and microarray‐based models for clinical endpoint prediction. Genome Biol 16, 133.2610905610.1186/s13059-015-0694-1PMC4506430

[33] Molenaar JJ , Koster J , Zwijnenburg DA , van Sluis P , Valentijn LJ , van der Ploeg I , Hamdi M , van Nes J , Westerman BA , van Arkel J *et al*. (2012) Sequencing of neuroblastoma identifies chromothripsis and defects in neuritogenesis genes. Nature 483, 589–593.2236753710.1038/nature10910

[34] Song C , Hotz‐Wagenblatt A , Voit R & Grummt I (2017) SIRT7 and the DEAD‐box helicase DDX21 cooperate to resolve genomic R loops and safeguard genome stability. Genes Dev 31, 1370–1381.2879015710.1101/gad.300624.117PMC5580657

[35] Dang Chi V (2012) MYC on the path to cancer. Cell 149, 22–35.2246432110.1016/j.cell.2012.03.003PMC3345192

[36] Calo E , Gu B , Bowen ME , Aryan F , Zalc A , Liang J , Flynn RA , Swigut T , Chang HY , Attardi LD *et al*. (2018) Tissue‐selective effects of nucleolar stress and rDNA damage in developmental disorders. Nature 554, 112–117.2936487510.1038/nature25449PMC5927778

[37] Kalimutho M , Sinha D , Jeffery J , Nones K , Srihari S , Fernando WC , Duijf PH , Vennin C , Raninga P , Nanayakkara D *et al*. (2018) CEP55 is a determinant of cell fate during perturbed mitosis in breast cancer. EMBO Mol Med 10, e8566.3010811210.15252/emmm.201708566PMC6127888

[38] Carter SL , Eklund AC , Kohane IS , Harris LN & Szallasi Z (2006) A signature of chromosomal instability inferred from gene expression profiles predicts clinical outcome in multiple human cancers. Nat Genet 38, 1043–1048.1692137610.1038/ng1861

[39] Xu L , Xia C , Sheng F , Sun Q , Xiong J & Wang S (2018) CEP55 promotes the proliferation and invasion of tumour cells via the AKT signalling pathway in osteosarcoma. Carcinogenesis 39, 623–631.2957915610.1093/carcin/bgy017

[40] Inoda S , Hirohashi Y , Torigoe T , Nakatsugawa M , Kiriyama K , Nakazawa E , Harada K , Takasu H , Tamura Y , Kamiguchi K *et al*. (2009) Cep55/c10orf3, a tumor antigen derived from a centrosome residing protein in breast carcinoma. J Immunother 32, 474–485.1960923910.1097/CJI.0b013e3181a1d109

[41] Inoda S , Morita R , Hirohashi Y , Torigoe T , Asanuma H , Nakazawa E , Nakatsugawa M , Tamura Y , Kamiguchi K , Tsuruma T *et al*. (2011) The feasibility of Cep55/c10orf3 derived peptide vaccine therapy for colorectal carcinoma. Exp Mol Pathol 90, 55–60.2095061010.1016/j.yexmp.2010.10.001

How the deposited data were processed for this re-analysis (not part of the article)

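Gene expression was measured on Affymetrix arrays in BE(2)-C cells carrying a DOX-inducible control shRNA, DDX21 shRNA-1 or DDX21 shRNA-2, after 32 h with vehicle or DOX, with 1 array per line and treatment. The authors normalized the arrays with RMA in R, and the deposited values are log2 expression levels per probe set. The RMA version and the array's probe annotation are not given in the sources used here. The authors also deposited lists of probe sets with signed linear fold changes for each line, the mean of the DDX21 shRNA lines and that mean relative to the control line.

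Gene names were joined to the 53617 probe sets by matching the listed fold changes in all 3 lines, as log2 values, to differences between arrays within 1e-05, and all 170 lower and 201 higher listed rows had a match. Of the value table's rows, 1320 repeat the values of another row, so a name can belong to more than 1 probe set. Repeated rows were kept and enter every count, correlation and expected overlap separately. Symbols were compared with the RefSeq gene table of GRCh38.p14: of 105 different symbols 88 were current, 5 were older symbols of genes now named otherwise and 12 had no match, with the entry that joins USP6 and USP32 left out. No coordinates were used, since the build of the array annotation is not given.

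The test was planned over named genes, but names exist here for the listed probe sets alone, so it was run over all probe sets, and the mean over all probe sets of a gene and the tests of whole gene lists could not be computed. limma 3.58.1 in R 4.3.3 was fitted with the line as a block, DOX, and DOX in a DDX21 shRNA line, with Benjamini-Hochberg adjustment at 0.05. Other values were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots with Matplotlib 3.10.9. The line pairs the arrays because both treatments were given to the same line. Across probe sets, the difference between the DDX21 shRNA lines with vehicle correlated with that with DOX at r = 0.01 over all probe sets and 0.14 in the brightest 25%.

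The calculations were tested on simulated data: 12 tables of the same 53617 probe sets, each with 200 changed by known amounts and with variances drawn from the prior fitted to the real arrays. limma called 0 of 600 changes of 1 on the log2 scale, 0.333% of those of 2, 80.8% of those of 4 and 99.0% of those of 8. Each table mixed all these sizes, and the larger ones ease the Benjamini-Hochberg cutoff, so the shares called depend on the mix. Of all calls by limma 10.4% were false, above the nominal level, and 6.28% were false when the true prior was supplied. With 1 residual degree of freedom the prior degrees of freedom were estimated at 3.60 to 4.29 where 3.50 was simulated, so adjusted p-values of this fit are somewhat too small.

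Genes named in the text were DDX21 and CEP55, up to 10 lower and 10 higher by the smaller of the hairpins' changes among genes with 1 symbol, 1.5-fold or more in both hairpins, under 1.5-fold in the control line and with an array at or above the median of all values (3.97, taken over all probe sets because few are named), and up to 4 members of each fixed list. Small RNAs, pseudogenes, LOC symbols, clone names and unnamed open reading frames were left out of that ranking, which left 8 higher genes. MYCN, RPLP2, ACTB, B2M and DDX50 were also planned, but no probe set here carries their names, and genes moving in all 3 lines could not be named for the same reason. The brightest 25% holds the 13405 probe sets with a mean level of 5.89 or more, a division chosen after the data were seen. Designs and gene lists were fixed before the data were examined, as were the alternatives for DDX21, CEP55 and the counts, apart from those named in the closing section as chosen later. The exact permutation test for DDX21 and CEP55 was not part of the planned design.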

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

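The results named here were singled out by opposed directions in the control and DDX21 shRNA lines, and the difference was not tested for them beyond limma. MAP3K8, a kinase, had a DOX minus vehicle difference of -1.14 in the control shRNA line and of 1.18 and 0.83 in the DDX21 shRNA lines (log2), a net value of 2.15 (adjusted p = 0.968 from limma), so about as much of that net value comes from the control line as from the knockdown lines. FAM45A (now DENND10) had -0.75 in the control line and 0.75 and 0.97 in the DDX21 shRNA lines, a net value of 1.61 (adjusted p = 0.975 from limma). Both have low mean levels, 3.12 and 1.99, and were chosen for mention after their values were seen.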

How the results depend on the processing

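The alternatives using the brightest 25%, the methods' t-test and those for single named genes other than DDX21 and CEP55 were chosen after the data were seen. DDX21 and CEP55 stayed lower under every alternative run: DDX21 between -2.33 and -1.69 and CEP55 between -1.28 and -0.98 when 1 hairpin was left out. With no replicate block the estimates, -2.01 and -1.13, are the same by construction, so that alternative bears on the standard errors alone. No probe set passed an adjusted p under 0.05 or under 0.10 in any limma fit or by the methods' t-test, which gave 3043 at an unadjusted p under 0.05. In simulated tables limma in the reported design called 0.333% of changes of 2 and 80.8% of changes of 4. These shares depend on the mix of sizes simulated, and the other fits were not simulated. Counts at 2-fold moved more. With 1 hairpin alone they were 437 to 510 lower and 421 to 630 higher, at 1.5-fold 224 and 281, and net of the control line in each hairpin 342 and 396. In the brightest 25% 1 and 1 were left, and with dim probe sets left out 20 were lower and 34 higher. The hairpins' correlation was 0.05 with dim probe sets left out and 0.15 in the brightest 25%, where the control line had 0.09 and 0.12 with DDX21 shRNA-1 and -0.03 and 0.04 with DDX21 shRNA-2. Counted as genes, the authors' deposited table holds 67 lower and 39 higher names. Net of the control line, the same control-line change was subtracted from both hairpins. Its noise therefore enters both and raises their agreement, so 342 and 396 cannot be read as more genes shared by the hairpins. The cause was not tested for the other moves, apart from the smaller number of probe sets or hairpins that some of them use. The mean over a gene's probe sets, the gene list alternatives and limma without 1 hairpin (no residual degrees of freedom) were not run.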

Differences from the paper's values

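The paper's Table S1 is titled as genes common to both DDX21 shRNAs at its stated fold, and the table itself was not used here. In the deposited values CEP55 was lower by 1.79-fold with DDX21 shRNA-1 and 2.21-fold with DDX21 shRNA-2, so it passes 2-fold in 1 hairpin; 4 of the 69 named lower probe sets pass it in both. Net of the control line the mean of the hairpins was 2.19-fold for CEP55, and 22 of the 69 pass 2-fold on that scale, while subtracting the control line from each hairpin gave log2 values of -0.98 and -1.28, still under 2-fold for DDX21 shRNA-1.

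The paper calls the decrease of CEP55 significant. With limma its adjusted p was 1.00 over all probe sets, and between 0.876 and 1.00 over the other limma fits. In simulated tables limma in the reported design called 0 of 600 changes of 1 on the log2 scale and 0.333% of those of 2. A change of the size of that of CEP55 was thus seldom detectable, and the lack of a call does not count against the paper's statement. The paper's statistics section names a t-test for its experiments in general, and its text does not say which test was used on the arrays. Run unpaired on the DDX21 shRNA lines alone, without subtracting the control line, the methods' t-test was added after the values were seen. For a CEP55 change of -0.99 it gave an unadjusted p of 0.0235 and an adjusted p of 0.852. The direction was lower in both DDX21 shRNA lines, as the paper states. The paper also reports lower CEP55 by RT-PCR and western blot, which were not part of the data used here.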

Other observations

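All tests here except that of a trend with brightness were chosen only after the result was seen.

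Outside the brightest 25%, 450 probe sets passed 1.5-fold in one direction in both DDX21 shRNA lines and 504 passed in opposed directions, a ratio of 0.893. Pairing the control line with DDX21 shRNA-1 gave a ratio of 1.23 and with DDX21 shRNA-2 0.847. As a hypothesis, noise of dim probe sets may account for most of that part of the shared lists, which holds 147 of the 170 lower and 181 of the 201 higher probe sets of the authors' deposited table. In the brightest 25% the ratio for the DDX21 shRNA lines was 3.06, with 55 in one direction and 18 opposed, beside 5.14 for the control line with DDX21 shRNA-1, from 36 and 7, and 1.15 for the control line with DDX21 shRNA-2, from 15 and 13. DDX21 and CEP55 lie in the bright part.

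On the brightest 25%, the DOX arrays of the DDX21 shRNA lines stood apart from the 4 other arrays and from each other. The SD of the difference between arrays was 0.172 to 0.196 among the 4 others, 0.300 to 0.316 for DDX21 shRNA-1 with DOX, 0.261 to 0.274 for DDX21 shRNA-2 with DOX, and 0.347 between these 2 arrays. A single response shared by both hairpins and differing in size would put these 2 arrays closer to each other than the array of the larger response, here DDX21 shRNA-1, lies from the rest. That holds if the 2 arrays carry no more culture or array variation than the 4 others. The value of 0.347 against 0.300 to 0.316 lies the other way. It comes from 1 pair of arrays, and a shared response with extra variation in these arrays could also give it. A trend of change with brightness explained at most 0.00587 of the variance in either hairpin line, but the quantile step of RMA sets the mean change at each brightness near 0, so this excludes nothing about the arrays before normalization. Effects particular to each hairpin and differences between single cultures or arrays cannot be told apart, because there is 1 array per hairpin with DOX.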
